A study of Mus musculus with 6 samples.

How the data were processed

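Messenger RNA was measured in islets of Langerhans isolated from 70-week-old C57BL/6 mice of 2 genotypes, with 3 libraries per genotype and islets of 3 mice pooled in each. Per the labels' protocols, RNA was extracted with TRIzol, poly(A) RNA was the molecule analysed, and libraries were made with a stranded TruSeq kit. The submitters' processing notes name bcl2fastq 2.20, FastQC, TopHat2 2.1.1, Bowtie2 2.2.9, HTSeq 0.9.0 and the mm9 build, without saying what each did. The gene annotation and the strand setting of the counting are not given in the sources used here, so reads of overlapping and antisense genes may not be told apart. The deposited values were whole-number counts per gene, not normalised, in 1 table of 24407 genes named by symbol and NCBI gene number, and no entry stood for reads outside genes.

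Groups came from the labels, and replicates were numbered in accession order within each group. No batch, sex, litter or pair was labelled. The titles carry numbers whose meaning is not given; those of WT replicates 1 and 2 lie far from those of the other 4 libraries, and the number of WT replicate 3 lies next to those of the LCS libraries. In a check of sample identity, counts on 4 Y-linked genes were 0 to 6 per library and Xist counts 16068 to 88904. Symbols were matched by gene number to RefSeq genes of GRCm38.p6 (24320 matched); this build differs from mm9, so it was used only for names, gene types and gene order, and no coordinates are given. Transcript lengths and GC content were medians over GENCODE M21 transcripts and were found for 95.2% of tested genes and 85.7% of called genes.

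Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr at its default settings, which left 14539. Libraries were scaled by TMM, with factors of 0.633 to 0.749 in LCS and 1.395 to 1.498 in WT. A quasi-likelihood model with genotype as its only term was fitted to all 6 libraries. P-values were adjusted by the Benjamini-Hochberg method and genes were called at an adjusted p under 0.05. Fold changes are LCS over WT, standard errors are on the log2 scale, and CPM values are scaled by TMM. The common biological coefficient of variation was 21.2%. Values of single measures were compared by exact two-sided permutation tests, which with 3 against 3 libraries cannot give a p under 0.1.

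Before the data were examined, 42 gene lists with 1188 symbols were set from textbook knowledge, of which 1172 were found; 41 lists were tested and the sex-linked list served for sample identity. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2. Camera with an estimated correlation and fry were alternatives. With the estimated correlation 0 lists were called, and fry, which asks whether a list's genes move on balance one way, called 7 higher and 0 lower. These were the ribosomal protein, oxidative phosphorylation, acinar, alpha cell and PP and epsilon cell lists, which camera also called, and the lists of fatty acid oxidation (adjusted p = 0.0489) and red blood cells (0.0326, 3 genes tested), which it did not. The Reg, oxidative stress, B and plasma cell and interferon lists were called by camera alone.

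The rule for named genes, also set before, took Lmna; the hormone genes Ins1, Ins2, Iapp, Gcg, Sst and Ppy; in each direction up to 12 called genes with the largest fold change, a mean of at least 5 CPM in the higher group and no overlap between groups, leaving out predicted or unnamed loci; and of each list up to 4 members with the smallest p. Genes named outside this rule are marked as such.

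The alternatives set before were DESeq2 size factors, the DESeq2 1.42.0 Wald test, limma-voom with and without sample quality weights, other filters, leaving out acinar and Reg genes or hormone genes, an acinar score as a covariate, leaving out each library, leaving out WT replicates 1 and 2 together because of their title numbers, and a test against a 1.5-fold change. After the data were seen, 4 more were added: leaving out the ribosomal rows, testing protein-coding genes only, and adding to this a loess offset (span 0.5) for transcript length or for length and GC content.

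The steps were tested on simulated counts of 14539 genes with the means and depths of these libraries and 200 changed genes. A list of 40 genes was also raised by 0.7 on the log2 scale. Of called genes over 10 draws 9% were unchanged, more than the threshold of 0.05 aims at. Of genes changed 1.5-fold, 2-fold and 4-fold, 6%, 49.3% and 97% were called. Differences near 1.5-fold were therefore mostly not detectable at this depth and number of libraries. The counts of every library were also thinned at random to the total of the smallest library in 10 draws and tested again on the same genes, which keeps the expected share of each gene. Figures were drawn with matplotlib 3.10.9.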

Results

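Islets of Langerhans, the endocrine cell clusters of the pancreas, were compared between wild-type mice (WT) and mice whose Lmna gene gives lamin C but not lamin A (LCS). Lamins A and C are alternative products of Lmna and form part of the meshwork under the nuclear membrane. All mice were 70 weeks old and were fed regular chow. Messenger RNA was counted per gene in 3 LCS and 3 WT libraries, each made from the pooled islets of 3 mice, so the replicates were separate biological pools. The LCS libraries held 41529670, 68036676 and 49560633 counts for replicates 1 to 3, and the WT libraries 34483948, 27062420 and 26123654 counts. Ribosomal RNA took a large part of this difference. The rows Rn45s (the ribosomal RNA precursor), Lars2 and Mir6236, named after their values were seen, held 53.4% ± 0.998 (SD, n = 3) of the LCS counts and 12.1% ± 5.73 of the WT counts, with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries can give. Lars2 codes for a mitochondrial enzyme, but its counts followed Rn45s at 12.1 to 17.2 Lars2 counts per 100 Rn45s counts in each library. Outside these rows the depth was 24788102 ± 6910585 counts in LCS and 25534056 ± 2338527 counts in WT (SD, n = 3, exact two-sided permutation p = 0.8).

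Whether islets of LCS mice differ from WT islets was asked first of Lmna itself (gene 16905) and of the islet hormones. Lmna had 62.434, 61.964 and 78.941 CPM (counts scaled to library size) in LCS replicates 1 to 3 and 61.314, 27.289 and 21.003 CPM in WT replicates 1 to 3. The log2 fold change of LCS over WT was 0.89 (SE 0.34) and did not pass the test (edgeR adjusted p = 0.155). Of the hormone genes, Ppy, which codes for pancreatic polypeptide, rose 3.63-fold, from 683.5 ± 226 CPM in WT to 2479 ± 875 CPM in LCS (SD, n = 3, edgeR adjusted p = 0.0172). Ins1 and Ins2, the insulin genes, had log2 fold changes of 0.28 (SE 0.25) and 0.63 (SE 0.26), with edgeR adjusted p of 0.51 and 0.186. Insulin transcripts made up 27.7% ± 4.53 of the counts outside the ribosomal rows in LCS and 21.8% ± 1.002 in WT (SD, n = 3, exact two-sided permutation p = 0.2). Iapp, which codes for the amyloid polypeptide secreted with insulin, was at -0.03 (SE 0.24), glucagon (Gcg) at 0.33 (SE 0.21) and somatostatin (Sst) at 1.57 (SE 0.48), with edgeR adjusted p of 0.95, 0.366 and 0.103. Without WT replicate 1, Lmna was called higher at 1.49 (edgeR adjusted p = 0.0009) and Sst at 2.51 (edgeR adjusted p = 0.000424), and the call of Ppy ended without LCS replicate 3 (1.58, edgeR adjusted p = 0.0631), with a length offset (1.47, 0.078) and with the acinar score as a covariate (0.06, 1). The acinar score did not overlap between the genotypes (3.41 to 4.07 in LCS, 2.14 to 2.59 in WT). Fits with this score as a covariate therefore cannot separate it from genotype, here and below. A count per gene does not separate lamin A from lamin C, so the value of Lmna does not check the genotype labels.

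**Figure D1:**
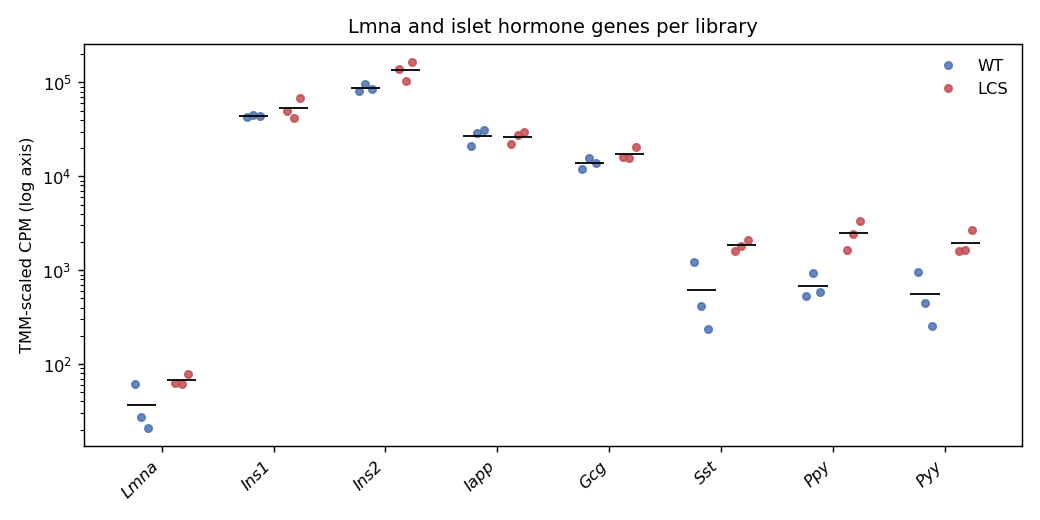
Scaled CPM (log axis) of Lmna and 7 islet hormone genes in each library, WT in blue and LCS in red, with the mean of 3 libraries as a bar. Ppy lies at a mean of 2479 CPM in LCS and 683.5 in WT with no overlap, and the Lmna value of WT replicate 1 (61.314 CPM) lies close to the LCS values.

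Across all 14539 genes tested, 300 were higher and 21 lower in LCS islets at an edgeR adjusted p under 0.05. The largest rises belonged to RNAs that carry no poly(A) tail. Bc1, a short cytoplasmic RNA made by RNA polymerase III, rose 137-fold (log2 7.10, SE 0.47), from 0.108 ± 0.05 CPM in WT to 15.5 ± 7.27 CPM in LCS (SD, n = 3). Rpph1 and Rmrp, the RNA parts of RNase P and RNase MRP, rose 50.5-fold and 37.7-fold, and Rmrp reached 487.6 ± 44.3 CPM in LCS against 12.9 ± 9.17 in WT (SD, n = 3). Rises of 17.96-fold to 34.2-fold were measured for the small nucleolar and Cajal body RNAs Snora74a, Snord17, Scarna6, Scarna2 and Scarna10, the spliceosomal Rnu11, the RNase P related Rprl3, the vault RNA Vaultrc5 and the histone gene Hist2h2bb. Leaving out each library in turn moved some of these rises more than others. The log2 fold changes were 4.45 to 4.86 for Scarna6, 4.62 to 5.13 for Snord17, 3.98 to 4.44 for Scarna10 and 6.65 to 7.35 for Bc1, but 5.25 to 6.66 for Rpph1, 4.88 to 5.98 for Rmrp, 4.52 to 5.54 for Snora74a, 4.08 to 5.63 for Scarna2, 3.74 to 6.18 for Rprl3 and 3.69 to 5.29 for Vaultrc5. Rprl3 and Vaultrc5 lost their calls without LCS replicate 1 (edgeR adjusted p = 0.0967 and 0.0842) or WT replicate 2 (0.0552 and 0.0522). By class, 26 of 60 small nucleolar and Cajal body RNAs rose (median log2 fold change 1.83), as did 7 of 8 other small nuclear or RNA polymerase III RNAs (4.53) and 13 of 28 histone cluster genes (1.79), and none of these 3 classes had a member called lower. The share called higher exceeded that of the other genes in each of these classes (Fisher's exact test over 6 classes, adjusted p = 1.14e-27, 1.76e-11 and 5.38e-15). The classes were defined after the data were examined. Members of a class are not independent replicates, so these p-values do not describe a difference between libraries. Histone genes and small RNAs belong to families of similar copies, so counts of single members are uncertain.

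**Figure D2:**
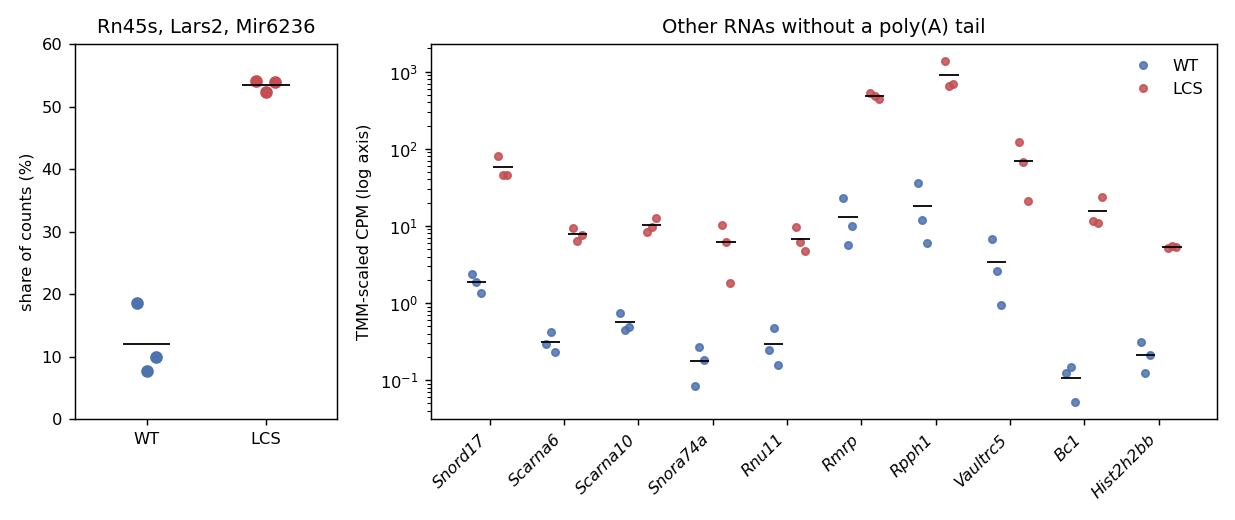
Left, the share of each library's counts (%) on Rn45s, Lars2 and Mir6236, with the mean of 3 libraries as a bar: 53.4% in LCS and 12.1% in WT. Right, scaled CPM (log axis) per library of 10 other genes whose RNAs carry no poly(A) tail, WT in blue and LCS in red: no WT library overlaps an LCS library for any of them.

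Of the genes called higher, 233 were protein-coding, and 26.6% of all tested genes had no overlap between the LCS and WT libraries, where chance gives 10%. The number of calls depended on single libraries. Counts of higher and lower genes were 86 and 3 without LCS replicate 1, 262 and 42 without LCS replicate 2, 81 and 1 without LCS replicate 3, 1857 and 1142 without WT replicate 1, 111 and 3 without WT replicate 2, and 138 and 6 without WT replicate 3. Higher genes made up 93.5% of the calls, and 58.2% when protein-coding genes alone were tested with an offset for transcript length and GC content.

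Cytosolic ribosomal protein and oxidative phosphorylation genes were the lists with the smallest camera p. Of 75 cytosolic ribosomal protein genes, 40 rose and none fell, with a median log2 fold change of 0.87. Rps20 rose 2.67-fold, Rps21 2.54-fold, Rpl13a 2.39-fold and Rpl35 2.25-fold, and Rpl13a went from 334.7 ± 62.4 CPM in WT to 799.5 ± 106 in LCS (SD, n = 3). Of 74 genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, 30 rose and none fell, with a median of 0.85. Ndufa2 and Ndufb11 of complex I rose 2.88-fold and 2.33-fold, Uqcr10 of complex III rose 2.31-fold, and the ATP synthase subunit gene Atp5j2 rose 12.7-fold, from 8.29 ± 0.325 to 105.5 ± 23.9 CPM (SD, n = 3). Adjusted over the list alone, 72 ribosomal protein genes and 61 oxidative phosphorylation genes were higher. Both lists ranked above the other genes (camera adjusted p = 3.29e-30 and 7.93e-24), and neither did with an estimated correlation (adjusted p = 0.478 for each). The preset correlation of camera gave small p-values in other splits of the 6 libraries as well, down to an unadjusted p of 4.53e-16 and 2.23e-15, against 8.02e-32 and 3.87e-25 here.

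Transcript length moved with these lists. Among protein-coding genes the median log2 fold change was 0.40 for transcripts under 500 nt, 0.30 from 500 to 1000 nt, 0.17 from 1000 to 2000 nt, -0.06 from 2000 to 4000 nt and -0.24 above 4000 nt. Spearman's rho between length and fold change was -0.424 across genes, which are not independent replicates. Protein-coding genes called higher had a median transcript length of 746 nt, against 2242 nt for those tested. With an offset for length, an alternative chosen after the data were seen, 26 protein-coding genes were higher and 3 lower, against 205 and 12 for protein-coding genes with no offset and 272 and 195 with an offset for length and GC content. The ribosomal protein list then had a median of 0.56 with 3 members called (camera adjusted p = 8.54e-23), and the oxidative phosphorylation list 0.52 with 3 members called (camera adjusted p = 9.71e-18).

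**Figure D3:**
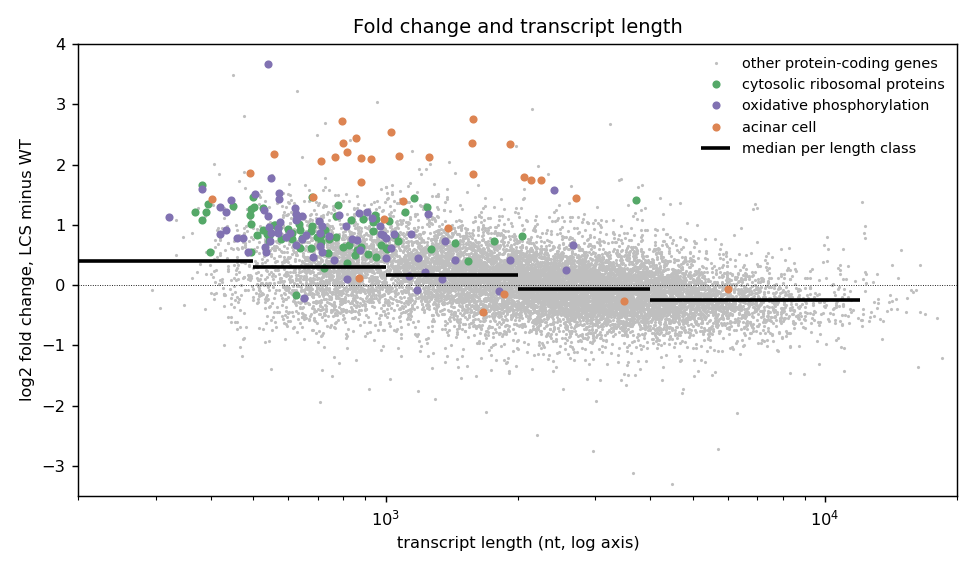
Log2 fold change (LCS minus WT) of each protein-coding gene against its transcript length (nt, log axis), with 3 gene lists in colour and the median of each length class as a black line. The class medians go from 0.40 under 500 nt to -0.24 above 4000 nt, and the medians of the coloured lists (0.87, 0.85 and 1.85) lie above those of every length class.

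The oxidative stress response list was called higher by camera (adjusted p = 0.00719), with a median log2 fold change of 0.26, and was called neither with an estimated correlation (adjusted p = 0.584) nor by fry (0.0801). With the acinar score as a covariate camera did not call it either (median 0.04, adjusted p = 0.935). Of its 26 members 3 rose, and 8 were higher when adjusted over the list alone. These 3 were Gpx4, which reduces lipid peroxides (2.26-fold), the superoxide dismutase gene Sod1 (2.27-fold) and the peroxiredoxin gene Prdx4 (2.27-fold), with edgeR adjusted p of 0.0286, 0.0308 and 0.0419. Gpx4 and Sod1 lost their calls in 6 of 20 alternatives each and Prdx4 in 7 of 19, among them the length offset (edgeR adjusted p = 0.0884, 0.0948 and 0.104). Their log2 fold changes were 1.17, 1.18 and 1.18 (SE 0.22, 0.23 and 0.25) in the main test. Under the length offset they were 0.906, 0.855 and 0.914 (SE 0.182, 0.187 and 0.211). With that offset no member was called, while camera still called the list (median 0.18, adjusted p = 0.0294). With length and GC offsets 3 members were called higher and camera called the list (median 0.14, adjusted p = 0.0131). In the list of tricarboxylic acid cycle and pyruvate genes, only Sdhb passed the test (1.80-fold, edgeR adjusted p = 0.0309, call lost in 7 of 20 alternatives), which codes for a subunit of succinate dehydrogenase that is also part of the respiratory chain.

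Digestive enzyme genes of exocrine acinar cells rose in LCS islets. Of 32 acinar genes, 24 rose and none fell, and the median log2 fold change was 1.85. The trypsinogen genes Try5 and Prss2 rose 6.59-fold and 4.60-fold, the kallikrein gene Klk1 5.41-fold and the elastase gene Cela1 4.15-fold, and Prss2 went from 24.0 ± 4.97 CPM in WT to 110.7 ± 31.6 in LCS (SD, n = 3). The list took 0.146% ± 0.0415 of the counts outside the ribosomal rows in LCS and 0.0527% ± 0.0101 in WT (SD, n = 3, exact two-sided permutation p = 0.1, the smallest possible). Of 4 tested Reg genes, secreted lectins made by acinar and injured pancreatic cells, 3 rose: Reg3b 7.03-fold, Reg2 5.65-fold and Reg1, which the acinar list also holds, 4.36-fold. All 3 lost their calls without LCS replicate 3 (edgeR adjusted p = 0.111, 0.0697 and 0.0667) and with a length offset (0.106, 0.0695 and 0.0922). Their log2 fold changes were 2.8125, 2.4983 and 2.1242 in the main test and 2.456, 2.174 and 1.823 with the length offset. With that offset camera still called the Reg list (median 2.07 over 6 tested genes, adjusted p = 0.00013). With length and GC offsets 3 of 6 tested members were called higher. The log2 fold change of Reg3b ranged from 2.2034 to 3.5287 when each library was left out. Adjusted over the list alone, 27 acinar and 4 Reg genes were higher. Camera called both lists (adjusted p = 6.06e-18 and 0.00202; unadjusted p for the acinar list 4.43e-19, and down to 9.06e-18 in other splits of the libraries) and called neither with an estimated correlation (adjusted p = 0.478 and 0.555). By fry the acinar list was called (adjusted p = 0.0326) and the Reg list was not (0.0656). Trypsinogen and Reg genes have near-identical copies, so counts of single members are uncertain.

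**Figure D4:**
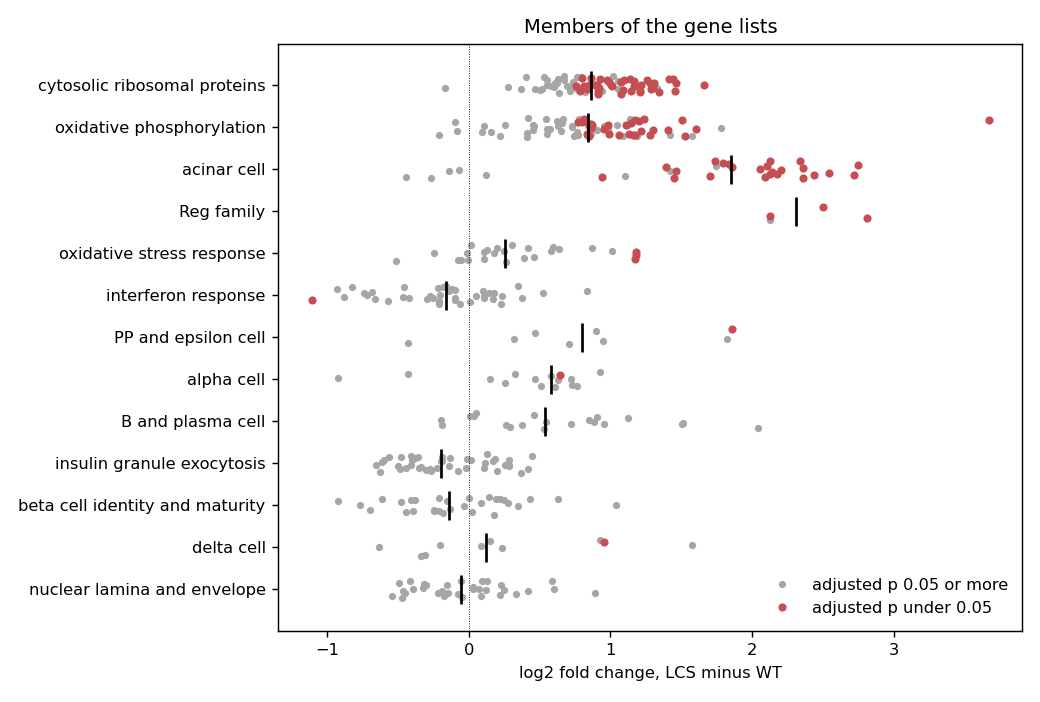
Log2 fold change (LCS minus WT) of each tested member of 13 gene lists, with members at an edgeR adjusted p under 0.05 in red and the list median as a black bar. Medians are 0.87 for ribosomal proteins, 0.85 for oxidative phosphorylation and 1.85 for acinar genes, and -0.14 for beta cell identity.

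Among the endocrine lists, markers of pancreatic polypeptide and epsilon cells and of alpha cells ranked higher in LCS. In the first, Ppy rose, and 5 of 8 members were higher when adjusted over the list alone; the peptide YY gene Pyy had a log2 fold change of 1.82 (SE 0.42) and the ghrelin gene Ghrl 0.95 (SE 0.28), with edgeR adjusted p of 0.0561 and 0.0965. Leaving out each library gave 1.48 to 2.49 for Pyy. Of 15 alpha cell genes 1 rose, the vitamin D binding protein gene Gc (1.56-fold, edgeR adjusted p = 0.0382, call lost in 7 of 20 alternatives), which alone was also higher when adjusted over the list alone. The list median was 0.80 for the first list and 0.58 for the alpha cell list (camera adjusted p = 0.0107 and 0.014, adjusted p = 0.478 for each with an estimated correlation). The alpha cell list also holds the arginine transporter gene Slc7a2 at -0.92 (SE 0.27) and the transcription factor gene Irx1 at 0.93 (SE 0.32), neither of which passed the test. The first list was not called without the hormone genes (camera adjusted p = 0.12), without LCS replicate 2 (0.0872), at a minimum of 10 CPM (0.13) or with a length and GC offset (0.0723), and the alpha cell list not at that minimum (0.309) or with that offset (0.0675). With the acinar score as a covariate neither was called. The first list then had a median of 0.10 with camera's direction reversed (adjusted p = 0.968), and the alpha cell list a median of 0.12 (0.344). Because that score cannot be separated from genotype, no conclusion is drawn from this fit.

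Beta cell identity genes did not move as a list. None of 30 members passed the test, with 2 higher and 5 lower at an unadjusted p under 0.05, and DESeq2 called 2 higher and 4 lower. The median was -0.14 (camera adjusted p = 0.288). Ero1lb, which serves disulphide bond formation in proinsulin, had a log2 fold change of -0.69 (SE 0.17), the glucose transporter gene Slc2a2 -0.77 (SE 0.27), the prolactin receptor gene Prlr -0.92 (SE 0.33) and Nnat 1.04 (SE 0.37), with edgeR adjusted p of 0.0692, 0.134, 0.139 and 0.135. Of 42 genes of insulin granule exocytosis none passed the test in edgeR, 1 was higher and 8 lower at an unadjusted p under 0.05, and DESeq2 called 4 lower. That list had a median of -0.19 and missed the camera threshold (adjusted p = 0.0563), and its members with the smallest p were Sv2a at -0.66 (SE 0.15), Sytl4 at -0.61 (SE 0.19), Snap25 at -0.62 (SE 0.20) and Syt7 at -0.40 (SE 0.14). In the list of incretin, cAMP and receptor signalling (median -0.20, camera adjusted p = 0.066) the galanin receptor gene Galr1 fell 1.88-fold (call lost in 6 of 20 alternatives), while Creb1 at -0.68 (SE 0.20) and Pde3b at -0.55 (SE 0.17) did not pass the test. Of 10 delta cell genes the retinol binding protein gene Rbp4 rose 1.94-fold (edgeR adjusted p = 0.0458, call kept in 11 of 20 alternatives), and the list was not called (median 0.12, camera adjusted p = 0.517).

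Of the immune lists, those of the interferon response and of B and plasma cells were called by camera. The interferon response list ranked lower in LCS (median -0.16, camera adjusted p = 0.0107, adjusted p = 0.675 with an estimated correlation and 0.433 by fry). Of its 41 members the interferon-inducible GTPase gene Iigp1 fell 2.15-fold (edgeR adjusted p = 0.0377, call lost in 8 of 19 alternatives), and 7 were lower when adjusted over the list alone; Mx1 at -0.93 (SE 0.22), Oas2 at -0.88 (SE 0.22) and Trim30a at -0.82 (SE 0.23) did not pass the test over all genes. The B and plasma cell list ranked higher (median 0.54, camera adjusted p = 0.0192, adjusted p = 0.627 with an estimated correlation and 0.284 by fry). None of its 20 members passed the test in edgeR, 3 were higher at an unadjusted p under 0.05, none was higher adjusted over the list alone, and DESeq2 called 2 higher. Its antibody joining chain gene Jchain had 33.0 ± 19.8 CPM in LCS and 8.01 ± 6.83 in WT (SD, n = 3; log2 2.04, and 1.46 to 3.00 when each library was left out), and the B cell receptor gene Cd79b a log2 fold change of 1.51 (SE 0.43). The lysozyme genes Lyz1 (4.01-fold) and Lyz2 (2.79-fold) and the lectin receptor gene Clec4n (3.24-fold) rose among 34 macrophage and dendritic cell genes, whose list was not called (median 0.05, camera adjusted p = 0.323). Of 19 alternatives these genes lost their calls in 7, 3 and 8. The complement gene C1qa was at 0.78 (SE 0.20, edgeR adjusted p = 0.0713). The interferon list lost its call without LCS replicate 1 (median 0.03, camera adjusted p = 0.251), LCS replicate 2 (0.156), WT replicate 1 (0.0527) or WT replicates 1 and 2 together (median 0.01, 0.377) and at a minimum of 10 CPM (0.311). It was lower at -0.39 without LCS replicate 3 (camera adjusted p = 2.13e-09) and at -1.04 with the acinar score as a covariate (8.54e-15). The B and plasma cell list lost its call without LCS replicate 2 (0.198), without WT replicate 3 (0.11), with no filter (0.055) or with a length and GC offset (0.0675). With the acinar score as a covariate its direction reversed without a call (median -0.45, camera adjusted p = 0.144). Because that score cannot be separated from genotype, no conclusion is drawn from its fit for either list.

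The largest fall among the named genes was that of Neat1, the long RNA of nuclear paraspeckles, from 2408 ± 747 CPM in WT to 740.6 ± 159 in LCS (SD, n = 3, 3.25-fold, edgeR adjusted p = 0.0132). Among protein-coding genes, the zinc finger gene Zxdb fell 2.70-fold, the secreted factor gene Angptl7 2.63-fold, the transcription factor gene Onecut2 2.57-fold and the RNA-binding protein gene Hnrnpa1 2.03-fold, and the pseudogene Tmem181b-ps fell 2.87-fold. Slc6a17, a neurotransmitter transporter gene, fell 1.89-fold, Phtf1 1.78-fold, the calcineurin subunit gene Ppp3cb 1.74-fold, the queuine transferase subunit gene Qtrtd1 1.74-fold and the fatty acid desaturase gene Scd2 1.63-fold. With each library left out in turn the log2 fold changes were -0.67 to -0.90 for Ppp3cb, -0.71 to -0.88 for Qtrtd1, -0.64 to -0.75 for Scd2, -0.75 to -0.86 for Phtf1, -0.82 to -1.17 for Hnrnpa1 and -1.11 to -1.57 for Onecut2, while many calls were lost. Over all alternatives Ppp3cb lost its call in 10 of 20 alternatives, Qtrtd1 in 9, Hnrnpa1, Onecut2 and Scd2 in 8 each, Phtf1 in 7 and Slc6a17 in 6. Angptl7 lost it in 1, Neat1 in 2 of 17, Zxdb in 3 and Tmem181b-ps in 4 of 17. Of the 21 lower calls, 1 was kept without LCS replicate 3, and 3 without LCS replicate 1 or WT replicate 2. Hnrnpa1 and Tmem181b-ps have near-identical copies, so their counts are uncertain. No fall reached the test against a 1.5-fold minimum in edgeR, with 175 genes lower at an unadjusted p under 0.05 in that test.

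In 7 of the 10 splits of the 6 libraries into 3 and 3, the real one included, camera called at least 9 lists. The number of called lists therefore does not set the genotypes apart. Of the 41 gene lists tested, 8 were called higher, 1 was called lower and the other 32 were not called. Nuclear lamina and envelope genes were among the latter, with a median of -0.06 (camera adjusted p = 0.357). None of 33 members passed the test in edgeR, 4 were higher and 5 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher and 1 lower. The members with the smallest p were Tor1a at 0.60 (SE 0.17), Fnta, a farnesyltransferase subunit gene, at 0.59 (SE 0.18) and the pore gene Nup153 at -0.54 (SE 0.16). Other lists not called included senescence (median 0.29, camera adjusted p = 0.0682), beta cell adaptation and growth (-0.31, 0.0746), inflammation (0.39, 0.0987), endothelial cells (0.22, 0.116), endoplasmic reticulum stress (0.13, 0.489), cell cycle (0.24, 0.323), glycolysis (0.11, 0.323), duct cells (-0.12, 0.781), extracellular matrix (-0.08, 0.781) and stellate cells and fibroblasts (0.06, 0.799). Leaving out 1 library called some lists higher: inflammation without LCS replicate 1 (median 0.63, camera adjusted p = 2.73e-05) or WT replicate 1 (0.48, 0.0171), senescence without LCS replicate 1 (0.33, 0.015) or WT replicate 1 (0.58, 0.0171), endothelial cells without WT replicate 2 (0.22, 0.0499), and, without WT replicate 1, extracellular matrix (0.38, 0.0349), immediate early genes (0.47, 0.00418), targets of SRF, MRTF and YAP (0.38, 0.009) and beta cell disallowed genes (0.32, 0.0209). Lists called lower in this way were beta cell adaptation without WT replicate 2 (-0.27, 0.0428), insulin granule exocytosis without WT replicate 2 (-0.18, 0.0499) or WT replicate 3 (-0.19, 0.0474), and incretin signalling without WT replicate 3 (-0.17, 0.0474). Among protein-coding genes, endothelial cells were called higher with a length offset (0.25, 0.0435) and inflammation with a length and GC offset (0.22, 0.0408). With the acinar score as a covariate inflammation (-0.83, 9.8e-11), immediate early genes (-0.60, 0.0129) and MHC and antigen presentation (-0.60, 0.0102) were called lower. Each of these lists had the opposite direction in the main test, without a call (medians 0.39, 0.10 and 0.34). The score does not overlap between the genotypes, so this fit cannot separate it from genotype and no conclusion is drawn from these calls.

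Genes near Lmna were examined because an edited allele may carry flanking sequence of another strain. Of the 100 tested genes nearest to Lmna, 50 on each side, 1 was called, against 2.22% of the other genes (odds ratio 0.446, 95% interval 0.0111 to 2.56, two-sided Fisher's exact p = 0.729). This gene, Sh3d19, fell 1.59-fold, lost its call in 12 of 20 alternatives and was named after its value was seen.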

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

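The tests of poly(A) selection, depth, genotype, transcript length and exocrine RNA below were chosen only after the results were seen; the count of other splits and the test within WT were set before their results.

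Counts on Rn45s, Lars2 and Mir6236 stood out above the control level, at a mean of 53.4% in LCS libraries and 12.1% in WT libraries. Rn45s, which measures ribosomal RNA and not the mRNA the libraries were made for, alone held 46.6% and 10.4%. The counts of Lars2 followed those of Rn45s, but whether the Lars2 and Mir6236 rows hold ribosomal RNA was not tested. Small nucleolar and Cajal body RNAs and histone cluster genes, left without the genes named for their size of change, had median log2 fold changes of 1.67 over 55 genes and 1.67 over 27 genes. Less complete poly(A) selection of the LCS libraries stays open, because the 2 classes above are part of the pattern itself and could not test it. Total counts differ with the genotype, but outside the 3 ribosomal rows they were similar (means of 24788102 in LCS and 25534056 in WT, exact two-sided permutation p = 0.8). LCS replicates 1 and 3 held fewer such counts (19057533 and 22844372) than any WT library (23511554 to 28094765), and LCS replicate 2 held more (32462401). These values argue against depth as the cause of the rises outside those rows. A difference in depth alone would also leave the expected share of the ribosomal rows unchanged, but their shares were 53.4% in LCS and 12.1% in WT. These shares argue against depth as the cause for the ribosomal rows as well. Thinning every library to 26123654 counts left the median of all 99 members at 2.16 (2.18 before). Thinning could not test depth, because it keeps the expected share of each gene. Carry-over that varies from library to library stays open: WT replicate 1 had the highest Rn45s among the WT libraries (by 1.17 on the log2 scale), and its Rmrp (23.2 against 5.60 and 9.85 CPM) and Rpph1 (35.8 against 11.9 and 6.01 CPM) were also above the other WT libraries, 2 genes picked after their values were seen, but over 96 RNAs of this kind the median difference was 0.05 (quartiles -0.21 and 0.39, 51 higher). The genotype and the library preparation cannot be told apart, because 0 LCS libraries had a ribosomal share within the WT range.

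The rise of ribosomal protein and oxidative phosphorylation genes was weighed against the trend with transcript length. Among 10000 lists matched on length and expression, the median of each list lay at the 100 percentile (0.87 and 0.85, against matched medians of 0.21 and 0.16). This argues against length as the whole cause only for length as measured here, the median over a gene's annotated transcripts. The transcripts expressed in islets may differ from it in length, so an effect of their own length stays open. With a length offset the list medians went from 0.87 to 0.56 and from 0.85 to 0.52, and 3 members of each list stayed called. Median standard errors of members were 0.18 before and 0.16 and 0.17 after. Rps20, which stayed called, was entered at 3706 nt, against a median of 711.5 nt for the ribosomal protein list. Its log2 fold change went from 1.42 to 1.565 with the length offset. With length and GC offsets the medians were 0.52 and 0.54, and 29 and 24 members were called, so why single calls ended with length alone was not settled. Part of the rise may follow length, since both medians fell with the length offset. An effect of the genotype on these genes was not tested apart from library preparation and stays open.

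The rise of acinar genes lay at the 100 percentile of lists matched on length and expression (1.85 against a matched median of 0.16). This argues against length as the whole cause, again only for the median length over annotated transcripts. More exocrine RNA in the LCS preparations is a candidate explanation: acinar genes that are not digestive enzymes had a median log2 fold change of 0.93 (quartiles -0.02 and 2.19), with 4 of 6 positive and 2 called, Gp2 and Erp27. Bhlha15 (-0.26) and Tmed6 (0.12) had 57.8 and 24.96 CPM in WT, a level at which a small exocrine share would not show. The digestive enzyme genes Prss2 and Cela1 had mean LCS levels of 110.7 and 85.3 CPM. Whether exocrine carry-over during isolation or the genotype set this share cannot be read from these values.

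Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the real split, which is the real split itself (321 genes, highest other 0, edgeR). Those other splits had 75 to 3199 genes at an unadjusted p under 0.05, the most with LCS replicates 1 and 3 and WT replicate 1 on one side. For the lists, 7 of the 10 splits gave at least the 9 called by camera in the real split (highest other 17), and camera's unadjusted p in other splits went down to 4.53e-16 for ribosomal proteins, 2.23e-15 for oxidative phosphorylation and 9.06e-18 for acinar genes (medians 0.44, 0.38 and 1.17), against 8.02e-32, 3.87e-25 and 4.43e-19 in the real split. With 10 splits the share is never under 0.1, so for the called genes there are too few splits for a share under 0.05. For the lists the share was 7 of 10, so the number of lists called by camera does not set the real split apart from other groupings.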

How the results depend on the processing

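The alternatives without ribosomal rows, with protein-coding genes only and with length or GC offsets were chosen after the data were seen. No paired analysis was possible because the replicate numbers follow accession order and the numbers in the titles are not shared between groups. The 56 named genes called in the main test kept direction and call in 826 of 1038 values under the alternatives, lost the call in 209 and reversed in 3; for the 9 called lists at camera's preset correlation this was 128, 17 and 4 of 149. Not counted there, all 9 lists lost the call with an estimated correlation and 4 by fry. Of 655 values of named genes not called, 107 passed the threshold. Counts of higher and lower genes were within 1.5 times of 300 and 21 with DESeq2 size factors (284 and 23), limma-voom (370 and 30), 10 CPM (287 and 27), without acinar and Reg genes (258 and 18), without hormone genes (314 and 20) and without ribosomal rows (302 and 21). They were 916 and 587 with the DESeq2 Wald test (60.9% higher), 2887 and 2370 with sample quality weights (54.9% higher), 560 and 126 with no filter (81.6% higher), 63 and 0 against a 1.5-fold change, 884 and 331 without WT replicates 1 and 2 (the lone WT library is then assumed to vary like the LCS libraries), and 0 and 0 with the acinar score as a covariate (124 and 47 at an unadjusted p under 0.05). With protein-coding genes only they were 205 and 12, with a length offset 26 and 3, and with length and GC offsets 272 and 195 (58.2% higher). Leaving out each library in turn gave 81 to 1857 higher and 1 to 1142 lower genes. The 300 higher and 21 lower calls were all kept without WT replicate 1. The cause of these differences between alternatives was not tested.

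Lmna was called higher with sample quality weights (1.26), without WT replicates 1 and 2 (1.69) and, in a leave-one-out range of 0.61 to 1.49, without WT replicate 1. Under the acinar score covariate, which is the mean of the acinar genes and so brings their own list near 0 by construction, and which does not overlap between the genotypes (3.41 to 4.07 in LCS, 2.14 to 2.59 in WT), some folds stayed large without a call (Bc1 5.74, Snord17 5.85, Atp5j2 3.31) and the ribosomal protein (median 0.69, camera adjusted p = 8.01e-12) and oxidative phosphorylation lists (0.35, 0.011) kept their calls, while the oxidative stress (0.04, 0.935) and alpha cell lists (0.12, 0.344) lost theirs. The interferon list went to -1.04 (8.54e-15), and inflammation (-0.83, 9.8e-11), immediate early genes (-0.60, 0.0129) and MHC (-0.60, 0.0102) were called lower. With this covariate Lmna reversed to -0.10, Sst to -0.0677, Reg2 to -0.50, Reg3b to -0.78, Irx1 to -0.14, Rbp4 to -0.0022, Nnat to -0.48, Jchain to -0.36 and Cd79b to -0.0561, and camera's direction reversed for the acinar (median -0.025), Reg (-0.28), PP and epsilon cell (0.10) and B and plasma cell (-0.45) lists. Iapp, not called in any alternative (-0.34 to 0.11), changed sign at 10 CPM (0.0447) and ranged from -0.17 to 0.11 over the leave-one-out fits. Tmed6 changed sign without WT replicates 1 and 2 (-0.0456), with a length offset (-0.17) and with length and GC offsets (-0.0894).

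Lists called higher and lower were 4 and 0 at 10 CPM, where fewer genes were tested, 2 and 4 with the acinar covariate, 14 and 0 without WT replicates 1 and 2, and 0 and 0 with an estimated correlation, and fry called 0 lower. Leaving out each library gave 6 to 14 higher and 0 to 3 lower. Genes near Lmna were called at 0% with 25 and 1.5% with 100 genes per side, neither above the other genes. At this depth and number of libraries, 6% of simulated 1.5-fold changes were called.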

Other observations

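Besides Neat1, 3 other long nuclear RNAs had lower means in LCS libraries, without passing the test. Malat1 had 1870 ± 226 CPM in LCS and 4401 ± 1749 in WT, Meg3 615.5 ± 135 and 1469 ± 560, and Xist 840.3 ± 292 and 1685 ± 713 (SD, n = 3). Their log2 fold changes were -1.24, -1.25 and -1.003 (edgeR adjusted p = 0.0561, 0.0582 and 0.134), and for Xist the libraries of the groups overlapped. These 3 genes were chosen after their values were seen.

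Atp5j2 stood apart from the other oxidative phosphorylation genes, at 12.7-fold against a list median of 0.85 on the log2 scale. Its log2 fold change was 3.67 (SE 0.19) and lay between 3.26 and 3.80 over 20 alternatives, with adjusted p from 2.69e-68 to 0.627, the highest under the acinar score covariate.

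For Lmna, WT replicate 1 (61.314 CPM) lay nearer to the LCS libraries (61.964 to 78.941 CPM) than to the other WT libraries (27.289 and 21.003 CPM). This library also had the highest ribosomal share of the WT libraries, 18.5%.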
